A study of Homo sapiens with 4 samples. Its data were reported in "RNA N6-methyladenosine reader YTHDC1 is essential for TGF-beta-mediated metastasis of triple negative breast cancer" (2022).

How the data were processed

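m6A-seq was performed on poly(A) RNA from MDA-MB-231 cells, an established human triple negative breast cancer cell line. In m6A-seq, fragmented mRNA is immunoprecipitated (IP) with an antibody against N6-methyladenosine (m6A), and regions with more reads in the IP libraries than in the input libraries, which were not immunoprecipitated, are called as peaks. Per the labels, the series held 4 libraries, 2 of input RNA and 2 of IP RNA, all from cells labelled shNS. Groups were taken from the library titles. The treatment field of both IP libraries names YTHDC1, whereas their titles and protocol describe an anti-m6A antibody, and the latter reading was used here. A single file of the whole series was analysed, a list of m6A peaks with 1 value per peak. It held no value for a single library.

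The authors aligned the reads with STAR to the GENCODE v33 annotation of the human transcriptome, called peaks with exomePeak at its default settings and kept peaks that passed a fold enrichment and an FDR threshold. The peak caller slides a window along the exons of each gene and joins windows that pass, so a peak can run over several exons and is then given as several blocks. The score column of the deposited list was read as the p-value of the authors' peak caller. The file header does not say how the score was made, and an FDR from the same caller is not ruled out. In that case each −log10 p given here would be a −log10 FDR. Its values lay on a grid of log10, as a p-value or FDR stored as a rounded logarithm would. Among strong peaks, all 6546 scores checked lay on 1 decimal of log10, and among the strongest, short of the limit of stored numbers, all 1380 lay on whole numbers. A score of 0 was taken as a p-value too small to be stored, and such peaks were ranked together at a −log10 p of 323. The list gives neither fold enrichment nor read counts, so the depth behind each peak is unknown and no interval that needs it was computed. Because the 2 replicates of each group had been combined before peaks were listed, no spread between replicates could be computed for any value.

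Coordinates are those of the deposited list, written from 1. The header does not name a genome build, and GENCODE v33 is an annotation of GRCh38. This was checked against RefSeq gene spans on GRCh38.p14: 92.1% of the 18731 peaks on matched genes lay inside the span of their own gene, against 0.198% after every peak had been moved by 1000000 bases. Gene symbols were obtained by matching the Ensembl ID without its version, which succeeded for 10103 of 10140 gene IDs. Gene biotypes and spans came from the RefSeq gene with the same symbol, found for 9093 gene IDs. RefSeq and GENCODE can differ in the ends of a gene. A genome sequence and a map of exons, UTRs and coding sequences were not used here. Hence the tests intended for the RRACH motif (the sequence context of m6A), for 5-mers, for UTRs and coding sequence, for the stop codon and for the 3′UTR of SMAD3 were not run. The position of a peak was instead given as its midpoint along the genomic span of its gene, introns included, cut into 10 equal parts. This covered protein-coding genes of the nuclear genome and peaks that lay wholly inside the span.

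Peaks were compared with each other by shared bases of their blocks, with a minimum of 1 base. Peaks that overlapped on the same strand were merged as an alternative. Shares are given with 95% Wilson intervals, which treat peaks as independent and cover counting error only. The number of chromosomes with more peaks on one strand was tested with an exact two-sided sign test. The strongest p-value per gene and the share of peaks in the last part of the gene were compared between strands. Both used two-sided permutation tests, in which strand was permuted over genes 100000 times. The statistic was the mean rank for the p-value and the difference in shares for the other. The smallest p that these permutations can give is 1e-05. The last comparison was made with all peaks and again without peaks that overlapped one on the opposite strand. The 4 tests form 1 family and were adjusted by the Benjamini-Hochberg method. They describe this peak list, since genes and chromosomes are not replicates. The functions were tested on simulated data. A planted 0.1 ratio of −log10 p between strands over 4000 genes was recovered as 0.0977, and all 150 planted overlaps among 4200 peaks were found.

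Before the data were examined, a list of genes to be named was fixed: genes that the study discusses, the SMAD family, TGF-β ligand and receptor genes, m6A writers, erasers and readers, and a few housekeeping and nuclear RNAs, 34 in all. The 5 genes with the most peaks and the 5 peaks with the smallest score, ties between peaks going to the longest, were added by the same rule. The rule did not settle ties between genes, so a gene tied for the last place was kept. For the counts of peaks and genes, a restriction to peaks with a score at or under the list median, merging and a restriction to protein-coding genes were also fixed then. All comparisons by strand, by position along the gene and by part of the list, with their alternatives, were chosen after the data were seen. MT-ND6 and the partners of peaks on the opposite strand were named after their values had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.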

Results

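To find which transcripts carried m6A in MDA-MB-231 cells, 2 IP libraries made with an anti-m6A antibody were compared with 2 input libraries. The result was 1 combined list of 20261 peaks assigned to 10140 gene IDs. Peaks were found on 24 chromosomes, including the mitochondrial genome, and none was on chromosome Y. The median spliced length of a peak was 211 bases, with quartiles of 150 and 360 bases and a range from 56 to 3777 bases. In 77.8% of peaks the length was a multiple of 30 bases or 1 base more. Peak borders were thus placed in steps and not at single bases. Most peaks (16643, or 82.1%) lay in 1 block, and 3618 ran over 2 or more blocks, up to 11.

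The score of a peak is the authors' deposited value, read here as the p-value of IP against input, and a smaller score was taken as a stronger peak. The file does not state whether it is a p-value or an FDR. The list gives no read counts, and the depth behind a peak is unknown. The median score over all peaks was 5.2e-08, with quartiles of 3.2e-26 and 0.00012, and the largest was 0.0089. For 466 peaks (2.30%) the score was listed as 0, and these peaks cannot be ordered among themselves. Of the 20261 peaks, 10134 on 6160 genes had a score at or under the median. This was the alternative that changed the number of peaks and genes most. Merging peaks that overlapped on the same strand left 19396 peaks.

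Protein-coding genes accounted for 8176 of the gene IDs (80.6%) and 17147 peaks (84.6%). Long non-coding RNA genes accounted for 695 gene IDs and 1225 peaks. A further 1047 gene IDs had no match in RefSeq. Genes carried 1.998 ± 1.45 peaks (mean ± SD over the 10140 genes). A single peak was listed for 5006 genes (49.4%), 2 to 4 peaks for 4555 genes and 5 or more for 579 genes. The genes with the most peaks, 6 because of a tie for the last place, were all on the minus strand. AHNAK2 on chromosome 14 had 27 peaks and AHNAK on chromosome 11 had 22. DST on chromosome 6 had 18, and FAT1 on chromosome 4, ZFHX3 on chromosome 16 and PCLO on chromosome 7 had 17 each. The position of AHNAK2 depended on a second part of the list, in which the chromosomes start again and which held 22 of its 27 peaks. With the first part alone AHNAK2 had 5 peaks and was no longer among these genes, and after merging it had 21 and AHNAK ranked above it. The counts of the other 5 genes were the same in both cases.

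The 5 strongest peaks by the rule were those listed at 0 that were longest. The first was a peak of 3777 spliced bases in 5 blocks of NUMA1 (chromosome 11, 72009320 to 72016497, minus strand). It shared 1970 bases with a plus-strand peak of ENSG00000251143, also listed at 0, so the list alone does not say which of these genes it belongs to. The others were peaks of 3357 bases in PLEC (chromosome 8, 143917544 to 143920900), 3031 bases in BCL9L (chromosome 11, 118899124 to 118903063), 2934 bases in ZC3H4 (chromosome 19, 47064965 to 47069120) and 2457 bases in KCTD12 (chromosome 13, 76883949 to 76886405). All of these genes are on the minus strand.

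The list was divided unequally between strands. Minus-strand genes had 14648 peaks and plus-strand genes 5613, so that 72.3% of peaks were on the minus strand (95% Wilson interval 71.7 to 72.9%). Of the 7 alternatives used to check this share, the restriction to peaks with a score at or under the list median moved it most, to 82.0%. Outside these 7, the share was 62.6% among peaks with a score above the median and 86.4% in the second part of the list. It was higher in smaller sets of stronger peaks, up to 94.9% at a −log10 p of at least 100 without peaks that overlapped one on the opposite strand. Counting each gene once gave 6624 minus-strand and 3516 plus-strand genes, a minus-strand share of 65.3%. More peaks were on the minus strand in all 23 nuclear chromosomes with peaks (exact two-sided sign test, p = 2.4e-07, Benjamini-Hochberg adjusted p = 9.5e-07 over 4 tests), with shares from 63.8% on chromosome 16 to 78.2% on chromosome 13. The mitochondrial genome was the exception, with 14 plus-strand peaks and 1 minus-strand peak, the latter in MT-ND6. How many mitochondrial genes lie on each strand was not taken into account, so that split does not test the imbalance.

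**Figure D1:**
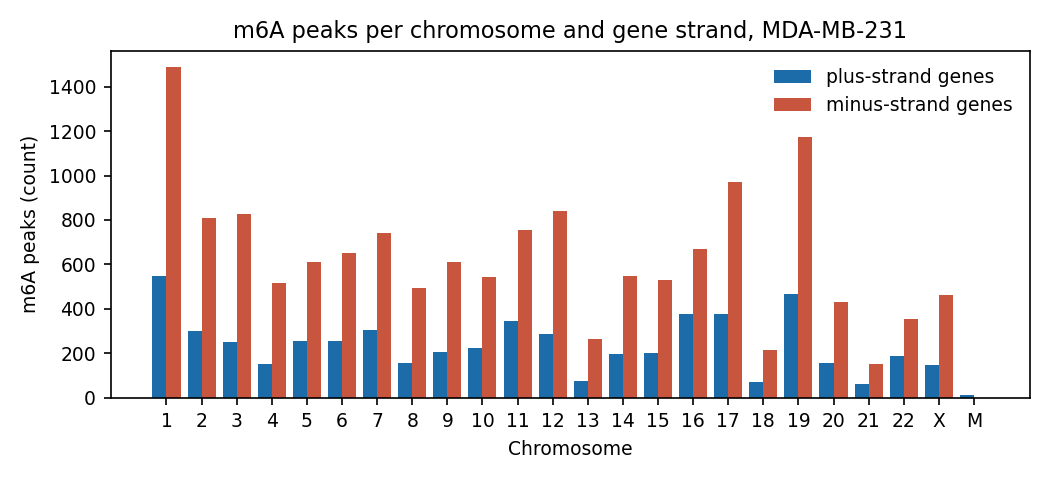
Number of m6A peaks (y axis) on each chromosome (x axis; M is the mitochondrial genome) for plus-strand genes in blue and minus-strand genes in red, from the combined list of 2 IP and 2 input libraries. The minus-strand bar is the taller one on all 23 nuclear chromosomes, for example 1487 against 546 peaks on chromosome 1.

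Plus-strand peaks were also weaker and shorter. Their median score was 1.4e-05 against 3.2e-10 on the minus strand, and their median length was 181 against 240 bases. Plus-strand genes had 1.60 ± 1.01 peaks and minus-strand genes 2.21 ± 1.59 (mean ± SD over 3516 and 6624 genes). The median over genes of the strongest score was 1e-06 on the plus strand and 4e-22 on the minus strand. The strongest scores differed between strands in mean rank (two-sided permutation test over 10140 genes, p = 1e-05, the smallest that the permutations can give, adjusted p = 2e-05). A score of 0 was listed for 38 plus-strand peaks (0.677%) and 428 minus-strand peaks (2.92%).

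**Figure D2:**
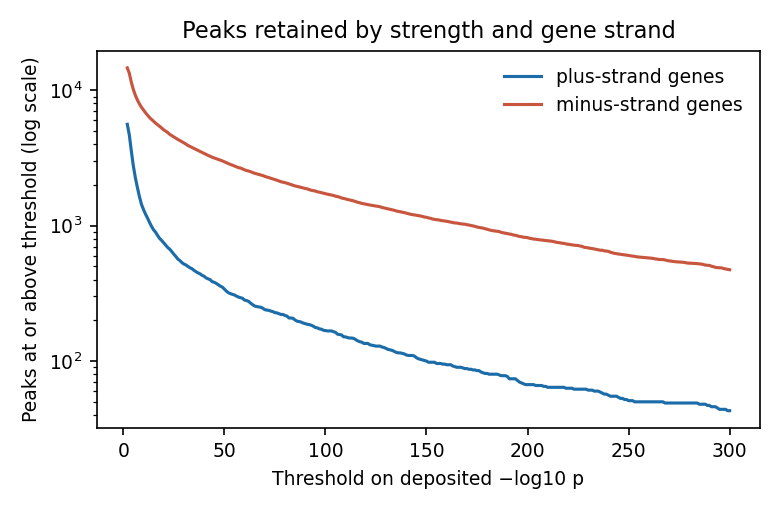
Number of peaks (y axis, log scale) whose deposited −log10 p reached the threshold on the x axis, for plus-strand genes in blue and minus-strand genes in red. The gap between the curves widens as the threshold rises from the full lists of 5613 and 14648 peaks, and 747 plus-strand and 5110 minus-strand peaks remain at a threshold of 20.

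Some peaks were listed on both strands at the same place. There were 1086 overlapping pairs of peaks on opposite strands, which involved 997 plus-strand peaks (17.8%) and 1035 minus-strand peaks (7.07%). At a −log10 p of at least 20, 292 of 747 plus-strand peaks (39.1%) and 388 of 5110 minus-strand peaks (7.59%) had such an overlap. In 716 pairs the overlap covered at least 90% of the shorter peak. The score was identical in 111 of these pairs, and in 474 (66.2%, 95% Wilson interval 62.7 to 69.6%) the log10 scores were within 10% of each other. Among the 716 pairs, both peaks were listed at 0 in 15. Scores of 0 were ranked together, so such pairs tie whatever their true scores. After the partners had been shuffled 1000 times, a median of 5.73% of pairs and at most 8.24% were this close.

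To locate the peaks along genes, 15944 peaks on 7799 protein-coding genes were placed on the genomic span of their gene. The final 10% of the span held 5963 peaks (37.4%, 95% Wilson interval 36.7 to 38.2%) and the first 10% held 1976 peaks (12.4%, 11.9 to 12.9%). The share in the final 10% was 41.7% among peaks in 1 block, the alternative that moved it most. Each of the 8 parts between them held from 4.00% to 13.0%. These shares are of the genomic span, in which introns take part, and were not compared with the distribution of exons. Peaks that crossed an end of the span were left out, so the shares of the first and final 10% may be too low. How many crossed each end was not counted. The final 10% of the span held 36.4% of plus-strand peaks and 37.8% of minus-strand peaks, a difference of -1.37 percentage points that did not pass the test (two-sided permutation test over 7799 genes, p = 0.16, adjusted p = 0.16). Without peaks that overlapped one on the opposite strand, the shares were 35.3% (95% Wilson interval 33.8 to 36.8%) and 37.4% (36.5 to 38.3%). This difference of -2.14 percentage points was past a threshold of 0.05 by a small margin (two-sided permutation test over 7455 genes, p = 0.035, adjusted p = 0.047).

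**Figure D3:**
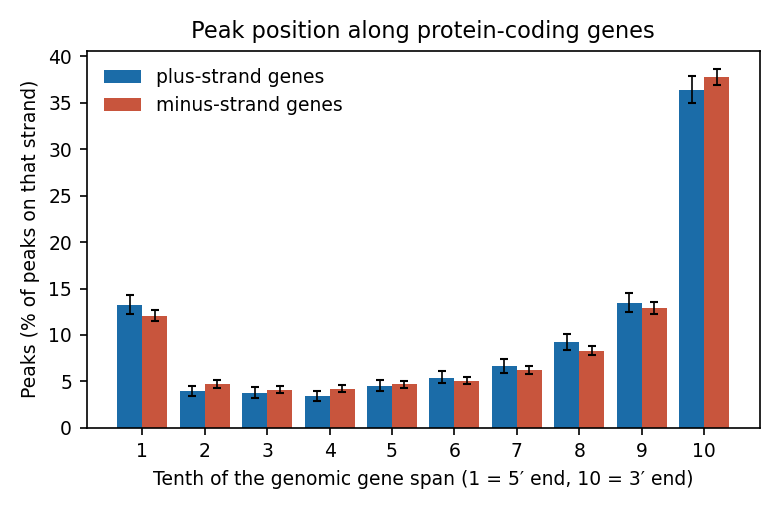
Share of peaks (y axis, % of the peaks on that strand) in each of 10 equal parts of the genomic span of protein-coding genes, from the 5′ end (1) to the 3′ end (10), for plus-strand genes in blue and minus-strand genes in red. Error bars are 95% Wilson intervals, and on both strands the last part holds the most peaks, 36.4% and 37.8%.

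SMAD3, the target that the study examined in detail, had 4 peaks on chromosome 15 (plus strand, ENSG00000166949.16) with 754 spliced bases. None of them overlapped a peak on the opposite strand. The first ran from 67063913 to 67065810 in blocks of 32 and 209 bases (score 7.4e-07), and its second block began at the 5′ end of the RefSeq span of SMAD3. The second peak, 67190639 to 67190699, was 61 bases long (score 0.0015). The third, 67190999 to 67191269, was 271 bases long and had the smallest score of the gene (1.3e-14). The fourth, 67194869 to 67195049, was 181 bases long (score 6e-07) and ended 120 bases before the 3′ end of the RefSeq span. The last 3 peaks lay within 5000 bases of that end and held 513 of the 754 bases (68.0%). The second peak and the one after it together spanned 631 bases. Of the 4, only the third peak had a score at or under the list median. A strongest score at or under that of SMAD3 was reached by 24.4% of plus-strand genes and 57.8% of minus-strand genes in the list. Which exon or UTR each peak lies in was not analysed here.

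**Figure D4:**
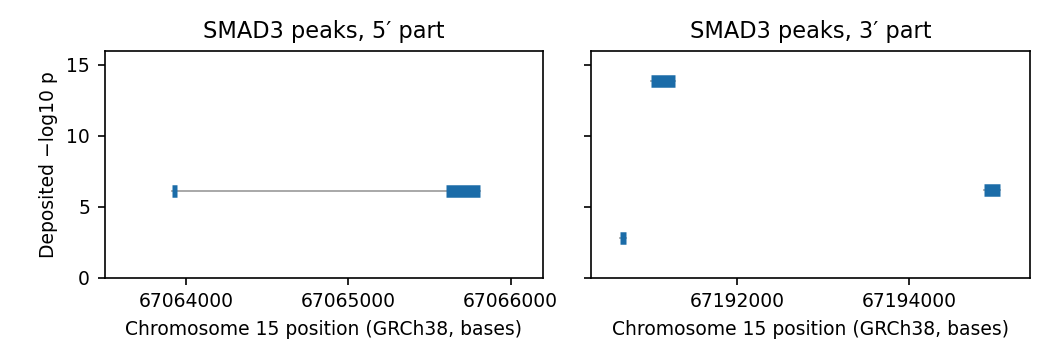
The 4 SMAD3 peaks on chromosome 15 (x axis, GRCh38 position in bases, 5′ part on the left and 3′ part on the right) at their deposited −log10 p (y axis). Thick bars are the blocks of a peak, the thin line joins the 2 blocks of the first peak, and the third peak stands highest (score 1.3e-14).

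HPRT1, which the study used as an unmethylated control, had no peak. Of the 34 genes fixed for naming, 23 had a peak, 13 of them on the plus strand and 10 on the minus strand, and 17 had a peak with a score at or under the list median. The 11 genes without a peak were HPRT1, FN1, CDH1, METTL14, SMAD4, SMAD5, TGFBR1, TGFBR2, FTO, YTHDC2 and GAPDH. The list gives no expression values, so it does not separate an unmethylated gene from one that was weakly expressed or below detection. Plus-strand genes also had fewer and weaker peaks in this list, and the strand of these 11 genes was not analysed. Their absence, that of HPRT1 included, is therefore not evidence of a lack of m6A by itself. YTHDC1 itself had 1 peak of 61 bases (chromosome 4, 68337078 to 68337138, score 0.0014). SNAI1 (0.0013) and IL11 (4.6e-05) also had 1 peak each, with scores above the list median. CLDN7 had 2 peaks, the stronger with a score of 5e-31, and TGFB1 had 1 peak of 955 bases listed at 0 (chromosome 19, 41352879 to 41353833).

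Within the SMAD family, SMAD6 (smallest score 7.9e-59), SMAD7 (3.2e-37) and SMAD1 (4e-07) had 3 peaks each, and SMAD9 (2e-62) and SMAD2 (7.9e-50) had 2 each. The SMAD1 peak with the smallest score shared 227 bases with a peak of SMAD1-AS1 on the opposite strand that had the same score. Among genes of the m6A machinery, WTAP (1e-174), METTL3 (2.5e-45), YTHDF2 (6.3e-15) and YTHDF3 (0.00012) had 3 peaks each, YTHDF1 had 2 with the stronger listed at 0, and ALKBH5 had 1 (2.5e-19). The ALKBH5 peak shared 207 bases with a minus-strand peak of ENSG00000266677 (7.9e-15). The splicing factor gene SRSF3 had 1 peak (4.4e-10), SPRY1 had 2 (5e-13) and ACTB had 3, all listed at 0. Among nuclear RNAs, MALAT1 had 3 peaks (2.5e-60). TUG1 had 3 (7.9e-15), the strongest of which shared 116 bases with a much weaker minus-strand peak of ENSG00000269987 (0.0012). NEAT1 had 5 listed peaks (8.7e-06), which merged into 3.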

Values the study reported

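The study kept m6A peaks with a fold enrichment of at least 1 and an FDR of at most 0.05. It reported 420 genes shared by the m6A-seq list, the RIP-seq targets of YTHDC1 and the genes differentially expressed after YTHDC1 knockout, with SMAD3 among them. After knockout it counted 347 genes retained in the nucleus, of which 172 were also found by m6A-seq and RIP-seq. For SMAD3, it placed m6A on exons 1, 2 and 8, most of it in the first 800 bp of the 3′UTR, where it mutated 18 RRACH sites.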

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

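For the numbers of peaks and genes, the restriction to peaks with a score at or under the list median, the merging of peaks and the restriction to protein-coding genes were chosen before the data were examined. All other tests and settings in this part were chosen only after the results had been seen. The restriction to the median or below, which removes about as many peaks as it keeps, left 10134 peaks and 6160 genes. Merging (19396 peaks), protein-coding genes alone (8176 genes) and the first part of the list alone (19516 peaks, 10003 genes) changed these counts by less than 1.5 times. Of the 34 genes fixed for naming, 17 kept a peak at or under the median, against 23 in the full list. SMAD3 kept 1 of its 4 peaks there. With the first part of the list alone AHNAK2 had 5 peaks in place of 27, because the other 22 are in the second part.

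The minus-strand share of peaks (72.3%) stayed above an equal split under the 7 alternatives tried. It was 82.0% for peaks with a score at or under the median, 65.3% with each gene counted once, 73.7% for peaks inside the span of 1 RefSeq gene only and 74.7% without peaks that overlapped a peak on the opposite strand. Merging, leaving out the mitochondrial genome and leaving out the second part of the list kept it inside its 95% interval. The share of protein-coding peaks in the final 10% of the gene span (37.4%) was 38.8% for peaks with a score at or under the median, 41.7% for peaks in 1 block and 41.6% for genes spanning at least 10 kb, and merging kept it inside its interval. The difference between strands in that share, plus minus minus, was -1.37 percentage points over all peaks and did not pass its test, and was -2.14 percentage points and past a threshold of 0.05 without peaks that overlapped one on the opposite strand. For these changes the cause was not tested.

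No paired analysis was possible because the list holds 1 value per peak for all 4 libraries together, so neither the replicate number as a block nor the omission of a replicate can be applied. The alternatives for motif, UTR, stop codon and transcript model were not run, since they need a genome sequence and a map of exons. The unknown depth limits what can be said of a gene without a peak.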

Other observations

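The tests in this part were chosen after the results they concern had been seen, and the same list gave rise to the hypotheses and tested them. No group in the design offers a biological explanation for a difference between gene strands, and none was tested.

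Of all 20261 peaks, 72.3% were on the minus strand. The values argue against several simple explanations. A few genes with many peaks are not the whole cause, since 65.3% of genes were on the minus strand when each counted once. Nor are a few chromosomes, since the excess was present in 23 of 23 nuclear chromosomes. Weak calls near the threshold are not the source, since the share rose to 82.0% among peaks with a score at or under the median. Genes that overlap another gene are not either, since it was 73.7% among peaks inside the span of 1 gene only. A random loss of plus-strand records would leave the share equal at every strength. Instead, among peaks without an overlap on the opposite strand, it rose from 74.7% for all of them to 91.2% at a −log10 p of at least 20 and 94.9% at 100 or more, where 1584 minus-strand and 86 plus-strand peaks remained.

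A candidate explanation is that fewer reads were counted for plus-strand transcripts than for minus-strand transcripts. Genes were ranked on each strand by their strongest peak, leaving out peaks with an opposite-strand overlap and the mitochondrial genome. At rank 1000 the −log10 p was 7.57 on the plus strand and 136 on the minus strand, a ratio of 0.0557. The ratio was 0.0610 at rank 500 and 0.0722 at rank 2000. With the overlapping peaks and the mitochondrial genome kept in, it was higher, 0.103 at rank 500, 0.0790 at rank 1000 and 0.0845 at rank 2000. At rank 100 it was 0.251 without them and 0.455 with them, so the ratio was not the same over all ranks. There the minus-strand value had reached the ceiling for scores listed as 0, which makes the ratio too high by an unknown amount. A roughly uniform loss of reads could give such low ratios, if both strands carried similar numbers of methylated transcripts and −log10 p grew in proportion to reads. Neither was measured here. The libraries were made with a stranded kit, so a step that kept mainly one read orientation may have produced it. Other steps that treat the strands differently, in alignment or in peak calling, stay open, because the list holds no reads.

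The pairs of peaks on opposite strands are consistent with peaks called without regard to the strand of the reads: 66.2% of close pairs had log10 p-values within 10% of each other. Unrelated peaks on both transcripts are argued against, since shuffled partners reached at most 8.24%. If both hypotheses hold, some strong plus-strand peaks may be the signal of a minus-strand gene at the same place, and 39.1% of plus-strand peaks with a −log10 p of at least 20 had such a partner, against 7.59% of minus-strand peaks. That gap arises because there were fewer strong plus-strand peaks to count over. The number with a partner was itself smaller on the plus strand (292 of 747) than on the minus strand (388 of 5110). The gap therefore does not say on which strand the signal arose. The cases among the named genes differ. The SMAD1 peak and its partner had the same score (4e-07). The plus-strand peak was the stronger one in ALKBH5 (2.5e-19 against 7.9e-15) and far stronger in TUG1 (7.9e-15 against 0.0012). If reads were counted without regard to their strand, these scores do not say on which strand the signal arose.

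SMAD3 is on the plus strand and was listed all the same, with no partner on the other strand, and its p-values may understate its enrichment if reads were lost (ratio 0.0557 at rank 1000). The strand of genes without a peak, HPRT1 among them, was not analysed here. Under this hypothesis, the absence of a plus-strand gene from the list would be weaker evidence for a lack of m6A than that of a minus-strand gene. Separate RT-qPCR measurements of both genes were not analysed here.

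The list falls into parts. After the mitochondrial genome, the chromosomes start again from chromosome 1 with a second part of 745 peaks on 306 genes, 169 of which also occur in the first part. The minus-strand share was 86.4% in the second part and 71.8% in the first. In 159 genes, 235 peaks of the second part overlapped a peak of the same gene in the first part, with a median overlap of 97.7% of the shorter peak. Of these 237 pairs, 62.4% had log10 p-values within 10% of each other. The partners of these pairs were not shuffled, so this share has no reference and does not decide whether the same signal was listed more than once. If the same signal was listed more than once, counts of peaks per gene may be too high there, as in NEAT1 (5 peaks, 3 after merging). For AHNAK2, with 22 of its 27 peaks in the second part, 21 were left after merging, so overlap accounts for a small part of its count. A further 137 genes were found only in the second part.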
